# Epigenetic Drifts during Long-Term Intestinal Organoid Culture

**DOI:** 10.3390/cells10071718

**Published:** 2021-07-07

**Authors:** Torsten Thalheim, Susann Siebert, Marianne Quaas, Maria Herberg, Michal R. Schweiger, Gabriela Aust, Joerg Galle

**Keywords:** age-related drifts, mouse small intestine, MMR-deficient mice, histone modification, H3K4me3, H3K27me3, ChIP-seq, RNA-seq

## Abstract

Organoids retain the morphological and molecular patterns of their tissue of origin, are self-organizing, relatively simple to handle and accessible to genetic engineering. Thus, they represent an optimal tool for studying the mechanisms of tissue maintenance and aging. Long-term expansion under standard growth conditions, however, is accompanied by changes in the growth pattern and kinetics. As a potential explanation of these alterations, epigenetic drifts in organoid culture have been suggested. Here, we studied histone tri-methylation at lysine 4 (H3K4me3) and 27 (H3K27me3) and transcriptome profiles of intestinal organoids derived from mismatch repair (MMR)-deficient and control mice and cultured for 3 and 20 weeks and compared them with data on their tissue of origin. We found that, besides the expected changes in short-term culture, the organoids showed profound changes in their epigenomes also during the long-term culture. The most prominent were epigenetic gene activation by H3K4me3 recruitment to previously unmodified genes and by H3K27me3 loss from originally bivalent genes. We showed that a long-term culture is linked to broad transcriptional changes that indicate an ongoing maturation and metabolic adaptation process. This process was disturbed in MMR-deficient mice, resulting in endoplasmic reticulum (ER) stress and Wnt activation. Our results can be explained in terms of a mathematical model assuming that epigenetic changes during a long-term culture involve DNA demethylation that ceases if the metabolic adaptation is disturbed.

## 1. Introduction

A long-term intestinal organoid culture enables the massive expansion of intestinal stem cells (ISCs) [1,2]. Accordingly, it offers a broad range of medical applications [3] and the chance to overcome the difficulties, as well as the ethical and legal concerns, associated with the use of human fetal stem cells. However, massive in vitro expansion might come with an increased frequency of cell transformation, as indicated by changed organoid growth properties [4]. These growth changes suggest progressive activation of the Wnt pathway. They cannot be considered age-related, because aging of the intestine is associated with reduced Wnt activity [5,6]. In a long-term tumor-derived organoid culture, genetic profiles are preserved [7]. Thus, growth changes in long-term organoid cultures might relate to epigenetic drifts, e.g., drifts of histone or DNA methylation. Such changes are reversible in principle. Indeed, adapted culture conditions, e.g., by supplementing aspirin, have been shown to suppress them [4].

Extrinsic Wnt activation is a general feature of intestinal organoid culture. Only after tumor-like transformation do organoids grow independently of Wnt [8]. Organoid culture media containing EGF, noggin and R-spondin (ENR culture) guarantee a tissue-like cell composition of the organoids and can be adapted to prefer either ISC maintenance or specifications [9]. Recently, we provided a computational model of organoid growth to explain cell compositions under altered Wnt activation [10]. The origin of progressive Wnt activation in organoid cultures, however, remains unresolved. Wnt activation in *Braf^V600E^*-activated colon organoids has been linked to CpG island methylator phenotype-like promoter DNA methylation [8].

The promoters of many genes of the Wnt pathway are known to be associated with bivalent modified nucleosomes [11], i.e., nucleosomes that carry trimethylation of lysine 4 and 27 at histone 3 (H3K4me3 and H3K27me3). In a theoretical approach, we demonstrated that these modifications are sensitive to the cell cycle length [12], providing a potential explanation for long-term modification changes during organoid expansion. As an alternative explanation of epigenetic activation, one might consider stress-induced changes in the ISC pool, as observed following irradiation or in mismatch repair (MMR)-deficient *VC^+/?^Msh2^LoxP/LoxP^* (*Msh2^−/−^*) mice [13]. However, the changes described so far are not associated with gene expression differences in general or with Wnt pathway genes in particular [14].

Here, we study the epigenetic changes associated with the long-term organoid culture of macroscopic normal intestinal tissues. In order to capture the potential effects of genomic stress, we compare MMR-deficient (*Msh2^−/−^*) and control (*Msh2^+/+^*) mice. We focus on the changes of the H3K4me3 and H3K27me3 modifications known to be associated with transcriptional changes and, thus, with the potential regulatory input in the gene expression.

## 2. Materials and Methods

### 2.1. Mice

The mouse strains B6.SJL-Tg(Villin-Cre)997Gum/J and B6.Cg-Msh2tm2.1Rak/J were obtained from The Jackson Laboratory (Bar Harbor, MA, USA). By crossing both, the conditional *Msh2* allele was placed under the control of the *Villin-Cre* transgene. Mice were genotyped as described [15]. *VC^+/?^Msh2^LoxP/LoxP^* (*Msh2^−/−^*) and *VC^−/−^Msh2^flox/flox^* (*Msh2^+/+^*) mice were bred under specific pathogen-free conditions.

### 2.2. Organoid Preparation and Culture 

Six centimeters of the jejunum was used to generate intestinal organoids from 8-month-old *Msh2^−/−^* and *Msh2^+/+^* mice [4]. About 50 isolated crypts were seeded into 10-µL Matrigel/well. Organoids were split once/week and cultured with or without 1-mM aspirin (Sigma Aldrich GmbH, Munich, Germany) for a further 18 weeks. After the first and 18th weeks, organoids were stored in liquid nitrogen. These frozen organoids were re-cultured simultaneously in an IntestiCult™ mouse organoid growth medium (Stemcell Technologies GmbH, Cologne, Germany) with or without 1-mM aspirin for a further two weeks and analyzed afterwards. As the culture time exceeded 72 h, close to 100% of the organoids show a branched growth pattern [4]. Finally, we compared organoids from *Msh2^−/−^* and *Msh2^+/+^* mice at the following ages: 8 months plus 3 weeks of culture, 8 months plus 20 weeks of culture and 8 months plus 20 weeks of culture with aspirin.

### 2.3. Chromatin Immunoprecipitation (ChIP)

Chromatin was prepared up to 50-mg jejunum using SDS shearing buffer and the truChlP Tissue Chromatin Shearing Kit (Covaris, Brighton, UK) according to the manufacturer’s instructions. ChIPs were run on the IP-Star compact system using the Auto iDeal ChIP-seq kit for histones (Diagenode, Seraing, Belgium) according to the manufacturer’s direct method for ChIP preparation.

### 2.4. Quantitative PCR and Illumina Sequencing 

As a quality control for ChIP precipitates, a quantitative real-time PCR analysis was performed in 384-well format in a 10-µL volume using GoTaq qPCR Master Mix (Promega, Mannheim, Germany) and run on a LightCycler 480 (Roche Diagnostics, Mannheim, Germany). 

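The 4 primer pairs of Table S1 were placed on NCBI37/mm9 by exact match. The Gapdh pair (GCACCAGCATCCCTAGACC and GTGCAGTGCCAGGTGAAAAT), a positive control for H3K4me3, spans 103 bp on chromosome 6 from 125115479 to 125115581. Its middle lies 219 bp from the transcription start site of Gapdh. The Hoxc11 pair (TAGTTTGCTCCCGATTCCTC and GCCCTCCTAATGCTTCTGC), a positive control for H3K27me3, spans 119 bp inside Hoxc11 on chromosome 15 from 102786442 to 102786560. The Pten pair (TGGGCAGCCACATATGATTACA and GACAGAAAGATGCTTTGCTTGGA), a negative control for H3K27me3, spans 89 bp on chromosome 19 from 32897886 to 32897974, inside Pten and 65943 bp from its transcription start site. The background pair (TGGGTAACGGCTTCCTAATG and GGAACTTTGCACAGGAGGAG) spans 167 bp on chromosome 12 from 11209523 to 11209689, outside any entry, with Msgn1 as the nearest start site. In the sequencing lists, Gapdh and Pten were (10) in all 4 organoid lists. Hoxc11 was (00) in all 4.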

The primers used for qPCR are shown in Table S1. The oligonucleotides for *Gapdh* and the “background” were taken from references [16,17], respectively. For all the other primer pairs, publicly available ChIP-seq data were uploaded in UCSC, and the genomic regions showing an enrichment for the respective histone marks were selected for the primer design. The relative enrichment was calculated using the % input method. Library preparations were performed following the instructions of the TrueSeq LT PCR free Kit (Illumina, San Diego, CA, USA) or the TruSeq Nano DNA Kit (Illumina). Sequencing was performed on the Illumina HiSeq 4000 (Illumina) with 76-bp paired-end sequencings.

### 2.5. ChIP-Seq Data Preprocessing and Peak Calling 

The sequenced reads underwent a quality trimming using cutadapt [18] to ensure a minimum read length of 40 bases and a Phred quality score above 20. The quality reports were generated and analyzed using Fastqc [19]. The high-quality reads were mapped to the mouse reference genome NCBI37/mm9 using the software tool segemehl 0.2.0 [20] and its default parameters, except for enabled split/splice detection. Histone modification peaks, i.e., genomic regions in which modifications are enriched, were identified using MACS [21,22].

### 2.6. ChIP-Seq Data Analysis 

After the peak calling process, we generated summarized peak lists for each genotype and treatment. Each of the resulting lists contained the peaks that were either consistently detected in both of the replicates or that had a high reliability (MACS fold enrichment > 5.0). For peaks that were detected in both replicates, the maximum peak breadth and tag density were taken. Subsequently, we identified peaks within the promoter region of the genes (defined as the transcription start site, TSS, +/− 1000 bases) and the gene bodies (defined as the region between the TSS and the last base of the gene). The gene reference list containing 31,592 RefSeq genes was taken from the UCSC Table Browser. To avoid sex-specific artifacts, we excluded genes and peaks of the X- and Y-chromosomes from the analysis. If a peak had a minimum overlap of 5% with a promoter region and/or a gene body, the respective gene-associated histones were considered to carry the modification in a binary present or non-present manner. Thus, each gene received a three-digit histone modification code (0: modification absent and 1: modification present) for each sample. The order of this code was H3K4me3–H3K27me3.

### 2.7. RNA-Seq and Data Preprocessing

The intestinal tissue was homogenized with a Tissue Lyser (20 s at 15 Hz). RNA was prepared following the manufacturer’s recommendations (Qiagen QIA AllPrep kit, Hilden (NRW), Germany), including DNase I digestion. RNA was sequenced on an Illumina HiSeq 4000 sequencer with 75-bp paired-end, strand-specific, random priming. Data preprocessing was performed as described for the ChIP-seq data (see above). Raw counts were normalized to the total number of reads, resulting in one read per million (RPM) values per gene. These RPM values were normalized to the gene lengths (RPKM: reads per kilobase million).

### 2.8. Self-Organizing Map (SOM) Analysis 

The data profiles over all the samples (ChIP-seq: histone codes and RNA-seq: RPKM data) were then clustered into metagene profiles using SOM machine learning, with each metagene serving as a representative of a cluster of combined profiles. We used a grid of 30 × 30 metagenes and applied default parametrization as implemented in oposSOM [23].

### 2.9. Gene Set Enrichment Analysis 

The analysis was performed using the GO enrichment analysis tool PANTHER, Version 12.0 [24]. Data and image analyses were conducted using statistics software R [25].

## 3. Results

### 3.1. Histone Modification Profiles in Organoids 

To characterize the histone modification profiles of intestinal organoids from 8-month-old mice cultured for 3 (short-term) and 20 (long-term) weeks, we measured the histone marks H3K4me3 and H3K27me3 and the control H3pan by histone ChIP-seq [26]. The organoids were derived from two *Msh2*^+/+^ and *Msh2^−/−^* pairs of mice. Based on these data, we constructed summary lists of the genomic regions in which modified histones were detected for each modification and mouse pair [13]. 

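The organoid data comprised 24 ChIP-seq libraries from 4 mice, with 8 libraries each for H3K4me3, H3K27me3 and H3pan. H3K4me3 is a mark of active or poised promoters and H3K27me3 is the mark set by Polycomb repressive complex PRC2. The mice were 8 months old, and each genotype and culture time was represented by 2 mice. The paper gives culture times of 3 and 20 weeks. The sample labels give 1 and 18 weeks, which are the times of freezing, and the design text gives 4 and 20 weeks. The library numbers in the sample titles fall into 2 ranges, taken here as batches. Each range held 1 mouse of each genotype at both times. The authors trimmed the reads, mapped them to NCBI37/mm9 with segemehl 0.2.0 and called peaks with MACS, version 1.4.2 in the submitters' processing notes. They then pooled the 2 mice of a group into a single list, keeping peaks seen in both mice or with a fold enrichment above 5.0. The deposited table gives, for each of 31591 entries, whether H3K4me3 and H3K27me3 were called present (1) or absent (0) in each of 4 lists. Every entry had its own gene symbol, and no entry lay on the X- or Y-chromosome. Because the calls are pooled and binary, no spread between mice can be given, the read depth behind a call is unknown, and no test between the culture times was possible. The lists are named plus and minus after the sample titles. By the labels, plus stands for mice with the Villin-Cre transgene (Msh2-/-) and minus for mice without it (Msh2+/+). Figs. 3B, 4A and 5B of the paper plot the values of the plus lists as Msh2+/+. In Fig. 1B the bars of the (11) state run as the labels say in the short-term culture and the other way in the long-term culture, and those of the (01) state do the reverse. The genotype of a list is therefore left open here. Msh2 itself, on chromosome 17 from 88071670 to 88123053 (mm9), was called (10) in all 4 lists, which checks no label because a call over a whole gene cannot show a floxed exon. States below are given in the paper's code, with H3K4me3 first and H3K27me3 second.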

The modified regions are hereafter referred to as peaks. For further analyses, we selected quality peaks (see: Material and Methods). The number of quality peaks measured was similar in all samples (Figure 1A). The maximum difference we observed between the short- and long-term cultures was an increase by about 16% in the H3K4me3 peaks in the long-term culture. This difference nearly vanished when considering gene-associated peaks only. 

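At the level of genes, H3K4me3 was present at 15228 entries in the plus short-term list and at 15224 in the plus long-term list. In the minus lists the number was 14702 in the short-term and 15474 in the long-term culture, a difference of 5.25%. Behind the small net change in the plus lists stood 468 entries that gained H3K4me3 and 472 that lost it. In the minus lists, 985 entries gained and 213 lost the mark. H3K27me3 was present at 2736 and 2653 entries of the plus short- and long-term lists, and at 2584 and 2621 of the minus lists. Of 75 ribosomal protein genes, 72 were (10) in all 4 lists and 2 were (00), while Rps4y2 turned from (10) to (00) in both pairs of lists. Leaving out entries with predicted or Riken clone symbols lowered the entries that gained H3K4me3 to 283 in the plus and 638 in the minus lists.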

Each gene obtained a 0/1-doublet code (X Y) depending on whether the associated histones carried a particular modification (1) or not (0). 

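In all 4 lists the unmodified state was the most frequent and the H3K27me3-only state the rarest. The (00) state held 15729 and 15666 entries in the plus short- and long-term lists and 16153 and 15484 in the minus lists. It contained nearly all chemosensory receptor genes, which are transcribed in sensory neurons. Of 1239 olfactory receptor genes, 1229 were (00) in every list, as were 424 of 428 vomeronasal receptor genes. The (10) state held 13126 and 13272 entries in the plus lists and 12854 and 13486 in the minus lists. The bivalent (11) state held 2102 and 1952 entries in the plus lists and 1848 and 1988 in the minus lists. The (01) state held 634 and 701 entries in the plus lists and 736 and 633 in the minus lists. Altogether 28583 entries, 90.5% of the table, had the same state in all 4 lists. Of these, 14770 were (00), 12139 (10), 1390 (11) and 284 (01). Set beside the entries per list above, the (11) and (01) states were thus less stable than the table as a whole. No error can be given for these counts, as each list is a single pooled set of calls.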

The frequencies of these modification states were also similar among all the samples (Figure 1B).

### 3.2. Epigenetic Profiles of Tissue and Organoids Overlap Considerably 

We compared these organoid data with those of irradiated and untreated intestinal tissues of *Msh2*^+/+^ and *Msh2^−/−^* mice [13] to identify culture-specific changes in the organoids. For this purpose, we calculated a self-organizing map (SOM) including all samples of both studies (Figure 2A). Within the SOM, genes with similar regulations in all the samples clustered together. In the following, we discuss selected clusters in detail (clusters **a**–**f**, Figure 2B).

The largest cluster (cluster **a**) comprised 11,627 genes that carried the (10) modification state with high probability in all the samples. The average K4 modification of all genes of the cluster within the individual samples was close to 1. Thus, an extensive overlap existed between the histone profiles of the organoids and tissues. 

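Most of the listed genes of the absorptive epithelium and of the crypt carried H3K4me3 without H3K27me3 in every organoid list. Of 24 genes of crypt stem cells, 21 were (10) in all 4 lists, among them Aqp4, Ascl2, Axin2 and Cd44 (adjusted p = 3.05e-06, Fisher's exact test against all other genes). Of 33 enterocyte genes, 22 were (10) throughout, including Ada and Aldob, and 4 were (00) throughout (adjusted p = 0.00269 for (10), same exact test). Of 14 goblet cell genes, 8 were (10) throughout. Of 15 Paneth cell genes, 1 was (10) and 10 were (00) in all lists, and the difference from the groups above was not tested. The copy of the supplementary cluster table used here holds the first 1999 of the 11627 rows of the largest cluster. Of these 1999 genes, 1963 were (10) in all 4 lists. The fraction with H3K4me3 was between 0.998 and 0.999 in the lists, and the fraction with H3K27me3 was at most 0.0055. Genes are the units of these tests and are not replicates, so a p-value describes the lists only.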

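In the organoid lists, 12139 entries carried the (10) state in all 4 lists, which is 38.4% of all entries. By its size alone, a cluster of 11627 genes can hold at most 95.8% of them. The share must be lower, since 1963 of the 1999 cluster genes available, not all, were (10) in all 4 lists. Among these entries were housekeeping groups such as the genes of the endoplasmic reticulum stress response, with 34 of 35 in the (10) state throughout. Of 32 genes of hypoxia and glycolysis, 31 were (10) in all lists, and of 86 histone genes, 73 were.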

In fact, 96% and 97% of the genes that carried the (10) state in all the organoids and all tissue samples, respectively, were part of cluster **a**. 

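Genes of membrane traffic, genome maintenance and proliferation were nearly all marked by H3K4me3 alone in the organoids. Of 73 genes of protein transport, 65 were (10) in all 4 lists (adjusted p = 2.81e-18, two-sided Fisher's exact test). They include the adaptor protein genes Ap1b1, Ap1g1, Ap2a1 and Ap2b1. Of 56 genes of DNA repair, 53 were (10) in all lists, among them Apex1 of base excision repair, the damage kinase genes Atm and Atr, and Brca1 (adjusted p = 5.85e-18, same exact test). Of 55 cell cycle genes, 49 were (10) in all lists, including the mitotic kinase genes Aurka and Aurkb, Bub1b and Ccna2 (adjusted p = 4.36e-14, same exact test). Among all 31591 entries, 38.4% had this state. Gene lists fixed beforehand were tested against all other entries, with Benjamini-Hochberg adjustment over 164 tests. They used all entries with the (10) state in the organoids, since the cluster itself was held only in part.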

The GO enrichment analysis shows a high enrichment of the cluster **a** genes in the gene sets “protein transport”, “DNA repair” and “cell cycle”. Cluster **b** comprised 502 genes carrying the (01) modification state in all the samples. The average K27 modification of all genes within the individual samples, however, only reached 0.8, indicating a substantial modification variance. These genes wer enriched in the gene sets “ion channel activity” and “G-protein-coupled receptor activity”.

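The supplementary column that stands for this cluster holds 402 genes here, and the paper's reported value is 502. Its genes include regulators of embryonic patterning, such as Barhl1, Foxb1, Pax7 and Six3, and the neural crest factor Sox10. H3K27me3 was present at a fraction of 0.915 ± 0.014 (SE over genes) of them in the plus short-term and 0.903 ± 0.015 in the minus short-term list. In the long-term lists the fraction was 0.808 ± 0.020 and 0.799 ± 0.020, respectively. H3K4me3 was present at 0.122 ± 0.016 of the genes in the plus short-term list and at 0.055 or less in the other lists. Of the 402 genes, 194 were (01) in all 4 lists. Another 34 turned from (01) to (00) in both the plus and the minus lists, including the potassium channel genes Kcna6 and Kcnk9 and the galanin receptor gene Galr1. The standard error counts genes as units and does not include differences between mice.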

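Both groups were found in the (01) state more often than other genes in the organoids. Of 113 ion channel genes, 10 were (01) in all 4 lists (adjusted p = 2.77e-07, two-sided Fisher's exact test). Of 88 genes of G-protein-coupled receptors of the nervous system, 6 were (01) in all lists (adjusted p = 0.000381, same exact test). Of all entries, 284 were (01) in all lists, a share of 0.899%. Larger parts of both groups were bivalent, with 30 of the ion channel and 23 of the receptor genes in the (11) state throughout. The (00) state was the most frequent for both, with 38 and 33 genes. The 402 genes of the supplementary column included 8 ion channel genes, such as Cacna1e, Grik3, Kcna6 and Kcnd3. They also included 9 receptor genes, such as the adrenergic receptor genes Adra1a and Adra1b, Chrm4 and Galr1. No test was made on the column itself, because it is shorter than the cluster described in the paper.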

### 3.3. Differences between the Intestinal Tissue and Organoid Culture 

Besides the genes with similar modifications in the tissues and organoids, several subgroups of genes showed one modification profile in all the tissue samples and a different one in all the organoid samples. This property refers to the genes of the clusters **c**–**f** in the SOM (for other profiles, see Figures S1–S3).

Clusters **c** and **d** were associated with genes unmodified in the organoid or tissue samples, respectively. 

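The 401 genes of the first group were largely without either mark in the organoids. H3K4me3 was present at a fraction of 0.0175 ± 0.0065 (SE over genes) of them in both plus lists, at 0.00998 ± 0.0050 in the minus short-term list and at none in the minus long-term list. H3K27me3 was present at 0.030 or less in every list. Of the 401 genes, 356 were (00) in all 4 lists. They include genes of smooth muscle and fibroblasts, such as Acta2, Col1a2, Col3a1 and Col5a2. In the second group of 102 genes, H3K27me3 was present at a fraction of 0.824 ± 0.038 in the plus short-term and 0.725 ± 0.044 in the plus long-term list. In the minus lists it was present at 0.549 ± 0.049 and 0.588 ± 0.049. H3K4me3 was present at 0.039 or less in each list. Of the 102 genes, 46 have predicted or Riken clone symbols, and 16 were (01) in all 4 lists. The tissue samples were not analysed here.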

While the genes of cluster **c** lost H3K4me3 in the organoid culture, those of cluster **d** gained H3K27me3 in the organoid culture (Figure 3A,B). To test whether the changes were due to the missing interactions of the epithelial cells with other cell types in the organoids, we compared our results with published data on isolated ISCs and adult enterocytes (aECs) [27]. These ChIP-seq data strongly overlapped with the tissue data applied in the SOM [13]. Isolated ISCs and aECs showed the histone modification profiles seen in the organoids (Figure 3C,D). This observation provided evidence for a nonepithelial origin of the changes in the histone profiles. A prediction based on the modification changes is that the genes of both clusters become transcriptionally downregulated in organoids.

We tested this prediction by performing RNA-seq on the short-term organoid cultures and compared the results with the RNA-seq data on the tissue samples published recently [14]. Most of the genes of cluster **c**, which lost H3K4me3, indeed became repressed in the organoids (Figure 3E). These genes were strongly enriched in the GO gene sets associated with the “immune response”. Such regulations can be expected in organoid cultures. In contrast, the genes of cluster **d**, which gained H3K27me3, showed a weak tendency for repression in the organoids (Figure 3F). These genes were not enriched in any GO gene set.

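Among the 401 genes largely without H3K4me3 in the organoids were 18 of 52 genes of immune cells. They included the leukocyte antigen genes Cd37, Cd3e, Cd48 and Cd52, the macrophage receptor gene Csf1r and the pan-leukocyte phosphatase gene Ptprc. The antigen presentation genes Cd74 and H2-Aa were also in this group. A further 11 of 38 mesenchymal genes belonged to it, such as the collagen gene Col1a2, the smooth muscle genes Acta2 and Tagln, and the pericyte gene Pdgfrb. Of 24 endothelial genes, 1 was in the group. The other columns of the cluster table held few immune genes, with 3 among the 1999 genes of the largest one that were available. The 402 genes mostly with H3K27me3 held 2, and the column of 147 genes held 1, Cd3g. Over the whole table, 32 of the 52 immune genes were (00) and 7 were (10) in all 4 lists. No enrichment test was made for the group, because membership depends on the tissue samples, which were not analysed here.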

The genes associated with the (11) state, called bivalent genes, are associated with developmental and aging processes. 

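A group of 147 genes carried H3K27me3 with little H3K4me3 in the organoids. H3K4me3 was present at a fraction of 0.218 ± 0.034 (SE over genes) of them in the plus short-term, 0.041 ± 0.016 in the plus long-term, 0.088 ± 0.023 in the minus short-term and 0.061 ± 0.020 in the minus long-term list. H3K27me3 was present at 0.925 ± 0.022 and 0.952 ± 0.018 in the plus and minus short-term lists, and at 0.755 ± 0.035 and 0.748 ± 0.036 in the long-term lists. The group contains mesenchymal genes such as Cnn1, Fbn1, Foxl1 and Grem1, and the basement membrane collagen genes Col4a1 and Col4a2. A second group of 342 genes carried H3K4me3 with little H3K27me3. H3K4me3 was present at a fraction between 0.974 ± 0.0087 and 0.997 ± 0.0029 in the 4 lists, and H3K27me3 between 0.091 ± 0.016 and 0.129 ± 0.018. This group includes regulators of gut identity, such as the homeobox gene Cdx2, the forkhead gene Foxa2 and the GATA factor genes Gata4 and Gata6. In 227 of the 342 genes the state was (10) in all 4 lists, and in 66 of the 147 genes it was (01).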

Among the genes carrying the (11) state in the tissue samples and changing their histone modification state in the organoid cultures, one subgroup (cluster **e**, Figure 4A) lost H3K4me3 in the organoid culture, and another subgroup (cluster **f**, Figure 4B) lost H3K27me3. These two subgroups were enriched in the GO gene sets “regulation of ion transport” and “morphogenesis of an epithelium”, respectively.

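The group of 147 genes included 6 ion channel genes, Cacng8, Gabrb1, Grin3a, Kcna2, Kcnj5 and Kcnk2. The group of 342 genes included 7, among them Cacna1b, Gabrb3 and Hcn2. The group of 342 genes held 13 developmental transcription factors, such as Cdx2, Evx1, Foxa2 and Foxd1. The group of 147 genes held a single one, the cardiac T-box gene Tbx20, and the difference between the groups was not tested. Of the 145 developmental transcription factors listed, 90 were bivalent in all 4 organoid lists (adjusted p = 4.90e-83, two-sided Fisher's exact test against all other entries). No test was made for the groups themselves, whose background is the bivalent genes of the tissue.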

The genes of cluster **e**, as those of clusters **c** and **d**, showed the same modification profiles in the organoids as in isolated ISCs and aECs, also indicating a nonepithelial origin of these changes (Figure 4C). However, the genes of cluster **f** mainly showed the modification profile of the tissues in these isolated cells, suggesting a culture effect on the epithelium (Figure 4D). As for the genes of cluster **c**, the loss of H3K4me3 in cluster **e** correlated with transcriptional repression (Figure 4E), while a changed H3K27me3 status in cluster **f** was not linked to transcriptional changes on average (Figure 4F). 

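The receptor gene Lgr5, which marks intestinal stem cells and lies on chromosome 10 from 114889070 to 115024815 (mm9), was (10) in all 4 organoid lists. The genes of the Wnt ligands Wnt6 and Wnt10a are neighbours on chromosome 1, from 74818466 to 74831893 and from 74838090 to 74850753, and were (10) in all lists. Wnt9a and the receptor gene Fzd2, both on chromosome 11, were also (10) throughout. Wnt9b was (10) in 3 of the lists and (11) in the minus long-term list. Fosl1, a transcription factor gene on chromosome 19, was (11) in both plus lists and (10) in both minus lists. All 7 genes belonged to the column of 342 genes with H3K4me3 and little H3K27me3, which held 9 of the 72 Wnt pathway genes listed. The other members were Ascl2, the stem cell transcription factor gene, and Nkd1, an inhibitor of the pathway. Over the whole pathway, 35 genes were (10) and 20 were (11) in all lists.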

Among the cluster **f** genes were many regulators of the Wnt pathway (*Lgr5, Fosl1, Wnt9a, Wnt10a, Wnt9b, Wnt6* and *Fzd2*). The transcription of *Lgr5, Wnt9b* and *Fzd2*, measured with sufficient reliability by RNA-seq, indicated a profound transcriptional activation (Δlog(T): *Lgr5* 0.98, *Wnt9b* 0.82 and *Fzd2* 0.46), as expected for the organoid culture.

### 3.4. Epigenetic Activation during the Long-Term Organoid Culture 

In addition to the differences between the intestinal tissue and short-term organoid culture, we also observed changes that manifested during the long-term culture only. Two scenarios of epigenetic gene activation were most prominent: (i) the loss of H3K27me3 at genes bivalently modified in the tissue samples (Figure 5A, cluster **g**) and (ii) the gain of H3K4me3 at genes that were unmodified in the tissue samples (Figure 5B, cluster **h**). 

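In both the plus and the minus lists, 91 entries turned from (11) to (10), so that H3K27me3 was lost and H3K4me3 kept in the long-term culture. They include Cdkn2b, which encodes the cell cycle inhibitor p15 and lies on chromosome 4 from 88952198 to 88956941 (mm9), and the homeobox gene Pitx1. Chrna5, a subunit of the nicotinic acetylcholine receptor, and the serotonin receptor gene Htr6 showed the same change. A run of 4 neighbouring entries on chromosome 17, from 35093943 to 35116229, contained the heat shock genes Hspa1a, Hspa1b and Hspa1l. Another run on chromosome 5, from 28783355 to 29260535, contained the gene of the morphogen Shh. Of the 86 genes in the supplementary column, 85 changed in this way in both pairs of lists. H3K27me3 was present at all 86 in the short-term and at none in the long-term lists. The study formed its clusters from data that include these lists, so counts and fractions within a cluster column are not a separate check.
Another 337 entries turned from (00) to (10) in both pairs. Solute carrier genes made up 7 of them, Slc13a2, Slc17a8, Slc34a3, Slc45a3, Slc6a19, Slc6a20b and Slc7a15. Slc6a19 encodes the main neutral amino acid transporter of the enterocyte brush border and lies on chromosome 13 from 73817195 to 73838228. Cytochrome P450 genes were Cyp2b10, Cyp2t4 and Cyp3a25. Further members were the kallikrein gene Klk1, the alarmin gene Il33, the serpin gene Serpinb5, the homeobox gene Hoxa10 and the endothelial genes Eng and Lyve1. Of the 233 genes in the supplementary column, 172 made this change in both pairs. H3K4me3 was present at a fraction of 0.249 ± 0.028 (SE over genes) of them in the plus short-term and 0.0086 ± 0.0060 in the minus short-term list. In the long-term lists the fraction was 1 and 0.987 ± 0.0074, respectively. Of the 337 entries, 202 remained when predicted and Riken clone entries were left out. These are counts of pooled calls without replicates.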

The genes associated with these regulation types clustered in small spots of the SOM (Figure 5C,D), which were identified by an under-expression spot instead of a correlation cluster analysis [28]. The observed changes occurred in both *Msh2*-deficient and control organoids. 

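Culture time separated the 4 lists at more genes than any other pairing. H3K4me3 was absent from both short-term and present in both long-term lists at 356 entries, and the reverse held at 128. Genes with the gain include Slc6a19 and Cyp3a25, and genes with the loss include the smooth muscle myosin gene Myh11 and the homeobox gene Hoxc13. The plus and the minus lists were separated by H3K4me3 at 39 entries only. In the crossed pairing, short-term of one kind with long-term of the other, H3K4me3 was present in the plus short- and minus long-term lists alone at 67 entries and in the other two lists alone at 3. For H3K27me3, 146 entries gained and 197 lost the mark in both pairs. Genes with this gain include the receptor tyrosine kinase gene Kit and the cyclin gene Ccnd2. The plus and minus lists were separated at 120 entries and the crossed pairs at 44 and 28 in the same order. These counts do not depend on which genotype the plus lists stand for. The paper states that the changes occurred in Msh2-deficient and in control organoids alike, and describes loss of H3K27me3 at bivalent genes and gain of H3K4me3 at unmodified genes as the most prominent scenarios of activation.

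**Figure D1:**
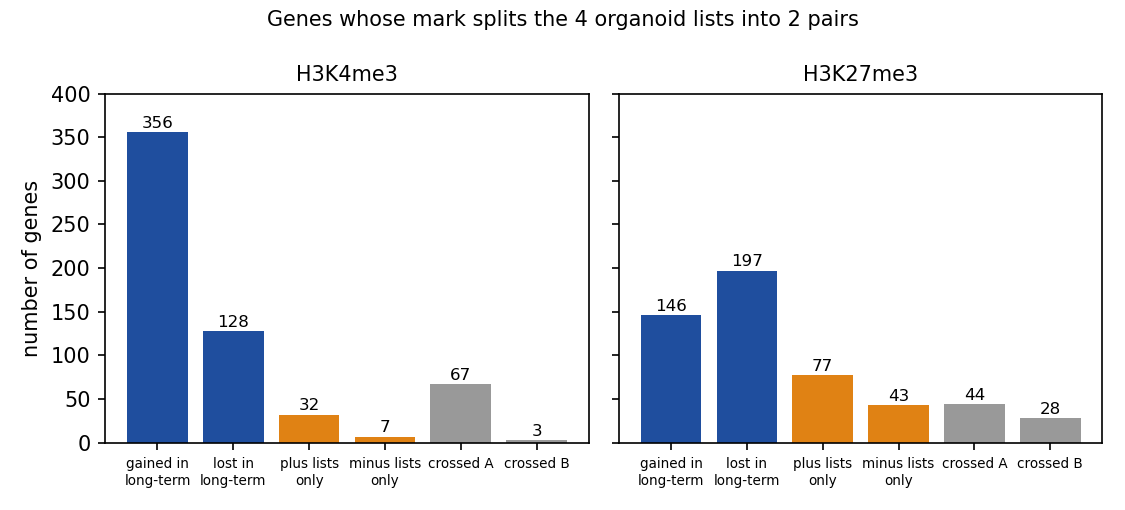
Number of genes (vertical axis) at which H3K4me3 (left) or H3K27me3 (right) takes one value in a pair of lists and the other value in the remaining pair. Blue bars show the split by culture time (356 and 128 for H3K4me3, 146 and 197 for H3K27me3), orange bars the split between plus and minus lists, and grey bars the crossed pairing; each bar is a count over 31591 entries without replicates.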

Based on the published data [27], we found that (Figure S4): (i) the genes of cluster **g** and **h** did not change their modification states during ISC differentiation into enterocytes. Thus, the observed modification changes could not originate during enterocyte (de-)differentiation. (ii) The average promoter DNA methylation of cluster **g** genes was similar to the other bivalent gene sets observed in normal intestinal tissue, while that of the cluster **h** genes was high, as typically found for unmodified genes that recruit DNA methylation to their promoter during intestinal development [29]. In agreement, the CGs were enriched in cluster **g** but not in cluster **h** genes (Figure S4). 

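The promoters of the genes that lost H3K27me3 were rich in CpG, and those of the genes that gained H3K4me3 were poor. The ratio of observed to expected CpG was computed on NCBI37/mm9 for 1000 bases on each side of the transcription start site. Its median was 0.583 for the 86 genes and 0.214 for the 233 genes. Promoters of entries that were (11) or (10) in all 4 organoid lists had medians of 0.625 and 0.614, and those of (00) entries 0.190. A state is called over promoter and gene body together, so a mark need not lie at the promoter. Among single genes, Hspa1a had a ratio of 0.832 and Cdkn2b one of 0.672, while Slc34a3 had 0.110 and Klk1 had 0.068. These single genes were chosen after their values were seen. The median of the 86 genes lay at percentile 1.55 among 10000 random lists of the same size drawn from the (11) entries. That of the 233 genes lay at percentile 99.7 among random lists drawn from the (00) entries. Both medians were outside the middle 95% of these random lists, which spanned 0.588 to 0.664 and 0.173 to 0.208, respectively. Among random lists drawn from the (10) entries, the median of the 86 genes lay at percentile 10.9. With protein-coding entries only, the medians were 0.583 and 0.213.

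**Figure D2:**
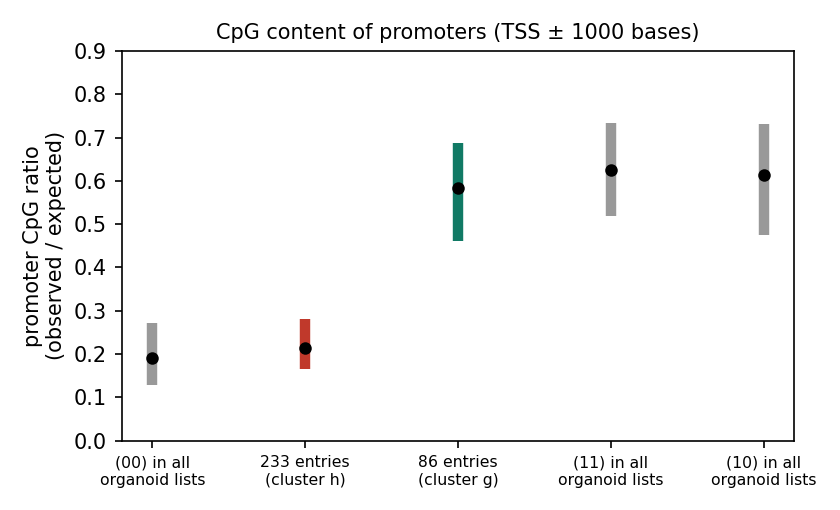
Observed to expected CpG ratio (vertical axis) of promoters in 5 sets of genes. Points are medians and bars span the quartiles over genes; the medians were 0.214 for the 233 genes, 0.583 for the 86 genes, and 0.190, 0.625 and 0.614 for the (00), (11) and (10) entries.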

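Members of the long-term changes came from many gene groups. Of 41 gene lists and families fixed beforehand, none was enriched among the genes of any state change seen in both pairs of lists after Benjamini-Hochberg adjustment. This covered 211 two-sided Fisher's exact tests against genes with the same starting state, of which 6 showed enrichment at an unadjusted p under 0.05. Many lists had few members with the starting state, so these tests could miss an enrichment. Predicted and Riken clone genes were the nearest, with 24 of 2139 members turning from (10) to (00) against 76 of 12579 entries (exact test, p = 0.00181, adjusted p = 0.127). The solute carriers followed, with 7 of 97 unmodified members gaining H3K4me3 against 337 of 15560 entries (exact test, p = 0.00511, adjusted p = 0.269). Chemosensory receptors were depleted, with 0 of 1233 olfactory (adjusted p = 2.23e-10, exact test) and 0 of 426 vomeronasal receptor genes gaining H3K4me3 (adjusted p = 0.0143). Calls cover promoter and gene body, and these tests took no account of gene length. The 337 entries had a median length of 10858 bp, against 1229 bp for entries that were (00) in all lists. The tests also treat neighbouring genes as independent. The depletion was therefore not separated from gene length or position. Against all genes, the olfactory receptors stayed depleted, the vomeronasal receptors no longer passed the threshold, and collagen genes were enriched among the entries that turned from (01) to (00). This enrichment rested on 3 genes, Col4a1, Col4a2 and Col9a3. Against entries with the same starting state, 3 of 6 collagen genes made the change (exact test, p = 0.0450, adjusted p = 0.863). In a single pair of lists some groups were enriched. Among those turning from (00) to (10) were enterocyte genes in the plus pair, and Hox and solute carrier genes in the minus pair. The same limits of gene length and neighbouring genes hold for these enrichments. Developmental transcription factors contributed 1 of 102 bivalent members, Pitx1, to the loss of H3K27me3 (exact test, p = 0.0393, adjusted p = 0.829). Predicted and Riken clone genes made up 135 of the 337 entries that gained H3K4me3, and 7121 of the 15560 that could gain it. They were thus not over-represented (odds ratio 0.788, exact test, adjusted p = 0.829).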

The genes themselves were not significantly enriched in the GO sets.

Aspirin decreased the tumor frequency in *Msh2^−/−^* mice [30]. In *Msh2^−/−^* organoids, aspirin reduced the transient cyst-like growth [4]. Based on these observations, we hypothesized that aspirin has the potential to suppress Wnt signaling. Thus, we performed additional RNA-seq analyses of organoids from the long-term culture supplemented with and without aspirin for both *Msh2* genotypes. Comparing the expression in the short- and long-term cultured organoids, we found no differences in the average transcription of cluster **g** and, surprisingly, cluster **h** genes (Figure 5E,F). Notably, the average transcription of the clusters **g** and **h** genes was higher than that of similarly modified gene sets (see: the transcription of cluster **e**, **f** and **d** genes in the tissue, respectively).

### 3.5. Long-Term Organoid Culture-Related Changes in the Transcription 

To characterize the transcriptional profiles of the long-term cultured organoids in more detail, we calculated a “RNA SOM”, including the data on all the organoid samples. The correlation spanning tree based on this SOM showed a clear separation between the short- and long-term organoids (Figure 6A). One branch (group G1) contained all the short-term organoid samples. The long-term organoid samples formed two branches (group G2 and G3). The organoids derived from *Msh2^+/+^* and *Msh2^−/−^* mice did not separate into different branches, although three out of four G2 samples were derived from *Msh2^−/−^* mice. The long-term organoid culture supplemented with aspirin tended to keep more similarities with the short-term culture organoids.

The entire area of the RNA SOM was divided into a set of K-means clusters [28] (Figure 6B). We analyzed these clusters in more detail. The long-term organoid culture induced both gene down- and upregulation, most consistently found in the cluster **m** and **n** genes, respectively. The cluster **m** genes were enriched in the GO set “anchored component of the membrane”. Among them were several genes that are typically expressed by enterocytes, such as *Vnn1* and *Dpep1.* In addition, the hypoxia-inducible gene *Ndufa4l2* [31] that regulates cellular oxygen consumption contributed to this cluster. The cluster **n** genes were enriched in the GO set “homophilic cell adhesion via plasma membrane adhesion molecules”. Among them was the protocadherin cluster *Pcdhb* [32]. In contrast to cluster **m**, cluster **n** comprised genes expressed by secretory lineages such as *Clca1*, *Zg16* and *NeuroG3* [33]. Consistent with our results on the average transcription of cluster **g** and **h** genes, these genes did not accumulate in cluster **n** (Figure S5).

### 3.6. Maturation and Metabolic Adaptation in Long-Term Organoid Culture 

The observed transcriptional changes might be associated with the changing differentiation during the long-term culture. Thus, we analyzed a gene set (set I: *Lgr5*-high, Figure S6) that is characteristic for cells highly expressing the ISC marker *Lgr5* [34]. In the G2 and *Msh2^+/+^* mouse-derived samples of G3, this set was subjected to activation not seen in the G1 or *Msh2^−/−^* mouse-derived samples of G3 (Figure 7A). This activation may refer to maturation of the *Lgr5*-high phenotype and/or an enrichment of *Lgr5*-high cells. The parallel activation of marker genes of secretory cells argued for a maturation (Figure S6). A similar activation as of the set I genes was seen for another, largely disjunct gene set (set II: Fetal Long-Term Culture (FLTC)-high, Figure S6) that characterized the maturation of mouse fetal intestinal tissue-derived organoids during the long-term culture [35]. As gene set II comprised many genes encoding P450 enzymes and transmembrane transporters, this showed, in parallel to maturation, a metabolic adaption in the G2 and *Msh2^+/+^* mouse-derived samples of G3.

While the G2 and *Msh2^+/+^* mouse-derived samples of G3 shared these properties, what separated G2 and G3? The specific activation in G2 referred to the genes associated with cluster **o** of the RNA SOM. In this cluster, genes of the GO set “response to endoplasmic reticulum stress” were enriched (Figure 6B). In contrast, the G3 sample showed the specific activation of the genes associated with cluster **p**. Here, genes of the GO set “canonical Wnt signaling pathway” were enriched. We analyzed the Wnt pathway gene transcriptional profile of G2 and G3 in more detail. While the inspection of these genes unveiled a general trend for activation in the long-term culture (Figure 7B), only the G2 samples showed uniform activation of the Wnt target gene *Ccnd1*, together with the activators of the canonical Wnt pathways *Wnt3* and *Sox4* and a strong repression of the Wnt suppressor *Plpp3* (Figure 7B). In summary, only the G2 samples were characterized by ER stress and Wnt activation.

### 3.7. Epigenetically Activated Genes Respond to Global Transcription 

We found clear differences when comparing the transcription of the epigenetically activated genes sets in G2 and G3, (Figure S5). While a large number of cluster **g** genes were solely activated in G2, the cluster **h** genes were frequently activated in G3 but not in G2. Thus, the expected transcriptional activation was seen in one of the sample groups only. The genes of cluster **f**, in general, showed very diverse transcriptional changes in the long-term culture, including those contributing to the GO set “morphogenesis of an epithelium” (Figure S7). The largest regulated group, however, was activated in G2 only, similar to the cluster **g** genes.

Notably, the Wnt pathway genes of cluster **f** that lost H3K27me3 in the short-term organoid culture only weakly overlapped with the cluster **j** set of the Wnt pathway genes becoming upregulated in G3. The only common Wnt gene was *Lgr5*, which was weakly upregulated during the long-term culture (Figure S7). This implicated that Wnt activation in the short-term culture was different from Wnt adaptation in the long-term culture.

## 4. Discussion

The long-term culture of organoids is associated with different requirements; among them is the adaptation to growth factors and matrices [36] and other environmental changes, such as altered partial oxygen pressure [33]. Moreover, under standard cultures, organoid epithelial cells lack contact to other cell types, including mesenchymal and immune cells [37], and to nonpathological microbes that support ISC maintenance [38]. Here, we studied the epigenetic changes in organoids depending on the culture time and the degree of genetic instability, focusing on the H3K4me3 and H3K27me3 modifications.

In addition to the expected changes in the short-term culture, organoids of both the *Msh2* genotypes showed similar changes of their epigenomes during the long-term culture. These changes were mostly associated with gene activation, i.e., the affected genes showed a gain of H3K4me3 or loss of H3K27me3.

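The plus and the minus lists changed at many of the same genes, among them Slc6a19 and Lyve1 for the gain of H3K4me3. Among 16295 entries without H3K4me3 in both short-term lists, 422 acquired the mark in the plus and 621 in the minus lists. Independent lists of these sizes would share 16.1 entries, and the observed number was 22.1 times as high. The highest overlap among 10000 random lists was 32. For the loss of H3K4me3, as at Myh11, 2.76 shared entries were expected and the observed number was 46.4 times as high. H3K27me3 was gained together, as at Kit and the transcriptional repressor gene Zfp503, 43.9 times as often as the 3.32 entries expected. It was lost together, as at Cdkn2b, 4.98 times as often as the 39.5 entries expected. The expected numbers and random lists treat every entry as equally likely to change. Entries differ in this, as 0 of 1233 unmodified olfactory receptor genes turned from (00) to (10) in both pairs. The ratios therefore cannot be read as the size of a shared effect of culture. No p-value is given, since neighbouring genes are not independent and each list pools the mice.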

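Over all entries that changed in both pairs of lists, H3K4me3 was gained at 356 and lost at 128, and H3K27me3 was lost at 197 and gained at 146. Among the losses of H3K4me3, the mark disappeared from entries without H3K27me3, from (10) to (00), in 76 cases. Myh11, Hoxc13, the sugar transporter genes Slc2a10 and Slc2a12 and the thiamine transporter gene Slc19a3 were among them. Among the losses of H3K27me3, 67 were at entries without H3K4me3, from (01) to (00), including the basement membrane collagen genes Col4a1 and Col4a2 and the pancreatic transcription factor gene Ptf1a. H3K4me3 was lost from a further 23 entries that kept H3K27me3, from (11) to (01), such as the endothelial gene Sox18 and the cardiac gene Tbx20. In the plus lists alone, the net change of H3K4me3 was -4 entries, and in the minus lists it was 772. These are single pooled lists, and the difference between the pairs was not tested.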

Recently, we described the gain of H3K4me3 to H3K27me3-modified promoters as a stress-related regulation [14]. Nevertheless, H3K4me3 recruitment to unmodified promoters was seen under the same settings, although with lower frequency [13]. Thus, the regulation might represent a similar stress response that occurs during long-term cultures only. Similar changes, however, are seen for genes of an ISC signature during maturation of the fetal intestine [27]. A phase diagram of the H3K4me3 and H3K27me3 modification states as introduced by reference [12] provides an explanation for the underlying regulation (Figure 8A,B). For strong methylation activity, four stable modification states exist: (11), (10), (00) and (01). In the data presented, cluster **h** genes were originally unmodified and showed strong promoter DNA methylation, characteristic for state (00). This state is globally stable and, if attained, cannot be left. This becomes possible following DNA demethylation, as demonstrated for genes of the mentioned ISC signature [27]. Reduced DNA methylation activity renders state (00) instable and can force a switch to state (10) (Figure 8B,C). For highly expressed, unmodified genes, DNA methylation is thereby reduced considerably, while transcription remains largely stable. Although being present in general, such a regulation seems to be more effective in G3, where cluster **h** genes become transcriptionally activated compared to the G2 samples.

While DNA demethylation activates the ISC signature, the gain of H3K27me3 is the major epigenetic process that silences developmental genes [27]. In accordance with these findings, the loss of H3K27me3 from gene promoters and subsequent gene activation has been described as a frequent event in tumorigenesis [11]. In short-term organoid cultures, it is a frequent event as well. Here, it is part of the regulation that enabled ISC expansion by Wnt activation (*Lgr5* activation). In long-term organoid cultures, it continues, somewhat surprisingly, at highly transcribed genes. These genes are atypical H3K27me3 targets, as this modification is preferentially associated with gene silencing [39].

There are several options to induce H3K27me3 loss, including DNA methylation changes, transcriptional gene activation and accelerated proliferation activity [12]. In short-term organoid cultures, it is most likely an effect of the transcriptional activation of genes by growth factors (switch from state (11) to state (10); Figure 8A), e.g., activation of *Lgr5* by R-spondin. We expect a loss of H3K27me3 to progress during a long-term culture whenever it is not impeded by maturation. This is most probable for genes originally highly expressed, in agreement with our observations and under conditions that suppress maturation. Our results suggest that the latter occurs in G2.

The long-term organoid culture activated a transcriptional profile characteristic for intestinal maturation and metabolic adaptation to culture conditions. These changes were seen in all samples from the *Msh2^+/+^* mice. They were partly suppressed in samples from the *Msh2^−/−^* mice. A potential explanation relates to the findings in a colonic monolayer culture [33]. Here, a prolonged culture induced similar changes from a regenerative, fetal-like transcriptional profile towards a mature one. These changes were reversed under hypoxic conditions. In the intestinal organoid culture, hypoxic conditions were induced by cellular oxygen consumption [40]. The intestinal culture from wild-type mice adapted to the hypoxic conditions and increased oxygenation in higher organoid passages [41]. We hypothesize that cells from aged *Msh2^−/−^* mice are less capable of culture adaptation. In this case, the hypoxic conditions remained and induced ER stress, as seen in the G2 samples. If this stress was high, it reversed the ongoing maturation, and the regenerative, fetal-like state of the short-term culture stabilized. This was in agreement with the observations in the colonic monolayer culture [33], where induced ER stress indeed reversed maturation. Moreover, a stabilized fetal-like state explained the increased cyst-like organoid growth particular in aged *Msh2^−/−^* mouse-derived organoid cultures [4].

There are several findings supporting this hypothesis. *Ndufa4l2*, which was transcribed in the short-term culture, can suppress oxidative phosphorylation [31]. Thus, its repression in the long-term culture likely increased the oxygen consumption and exacerbated the hypoxia. This explains why ER stress was observed in the G2 but not in the G1 samples. *Vnn1* is known to control oxidative stress regulation. Actually, *Vnn1* knockout mice have a much higher resistance to oxidative stress than wild-type mice [42]. Thus, the downregulation of *Vnn1* in the long-term culture likely represented a growth advantage under the suggested scenario. The long-term culture activated components of the canonical Wnt-signaling pathway. However, pathway activity (in terms of Ccnd1 transcription) was increased in the G2 samples only. This can be explained by our hypothesis as well, as hypoxia can enforce Wnt activity [43]. Finally, hypoxia is known to abrogate Tet activity [44]. Thus, DNA demethylation, required to activate cluster **h** genes, was suppressed in G2.

Our hypothesis has the following implications. The long-term epigenetic changes are a part of, and not the origin of, the observed maturation process. Thereby, gene activation by a gain of H3K4me3 can be considered as a consequence of DNA demethylation activity, known to be a driving mechanism during ISC maturation [27]. This activation was hindered in G2, where hypoxic conditions suppressed DNA demethylation. Under these conditions, gene activation by a loss of H3K27me3 was facilitated.

The molecular profiles in the short-term organoid culture, compared to their tissues of origin, have been described in detail [45]. Here, we focused on the epigenetic histone H3 trimethylation changes associated with the long-term organoid culture and their consequences in gene transcription, focusing on the RNA-seq data of the gene sets with defined epigenetic regulation. Changes in the gene transcription not associated with these epigenetic gene sets reflected, among other functions, the immediate adaptation to culture conditions. These conditions vary in their supplements and matrices and may also impact the long-term effects. Therefore, the collagen matrix per se induces a stronger *Lgr5* expression compared to Matrigel [46]. An ENR culture supplemented with CHIR99021 and valproic acid showed an even higher *Lgr5* expression in the short-term culture [47]. Notably, this enrichment was lost in the long-term culture.

The in vitro expansion of stem cells for therapeutic use came into focus more than 20 years ago. However, the risks associated with their rigorous expansion to achieve sufficient cell numbers have been addressed only rarely. The activation of the regenerative potential in organoid cultures is associated with broad transcriptional and epigenetic changes. Our study suggests that long-term cultures are accompanied by maturation and adaptation processes that involve both regulatory layers as well. Prolonged genomic stress can suppress these processes.

From our organoid studies, we can conclude that MMR deficiency disturbs the capability of intestinal cells to control their metabolism. This potentially explains why profound transcriptional changes are seen in the macroscopic normal tissue of Lynch syndrome patients [48]. Whether such deregulations are associated with the onset of tumor formation requires further studies.

## Figures and Tables

**Figure 1:**
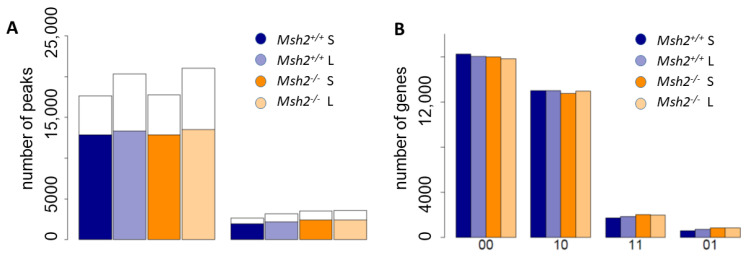
Histone ChIP-seq data. (**A**) Bar plots of the total number of quality peaks (**left**: H3K4me3; **right**: H3K27me3) and the fraction of these peaks associated with the genes (colored parts) for organoids derived from *Msh2^+/+^* and *Msh2^−/−^* mice. Short-term (S) and long-term (L) organoids are compared. (**B**) Distribution of the modification states (H3K4me3 and H3K27me3) among the genes.

**Figure 2:**
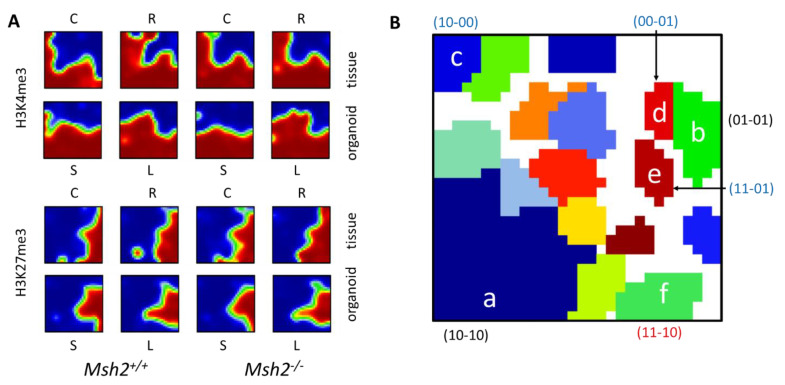
SOM analysis of histone modification states. The analysis integrates the organoid ChIP-seq data presented in this study and published ChIP-seq data on intestinal tissues [13]. (**A**) SOM portraits of all samples (C = control, R = radiated, S = short-term and L = long-term culture). (**B**) Gene clusters with specific regulations. Small letters (a–f) indicate the correlation clusters discussed in the text. The modification states of the cluster-associated genes in the tissue and organoids are indicated in parentheses.

**Figure 3:**
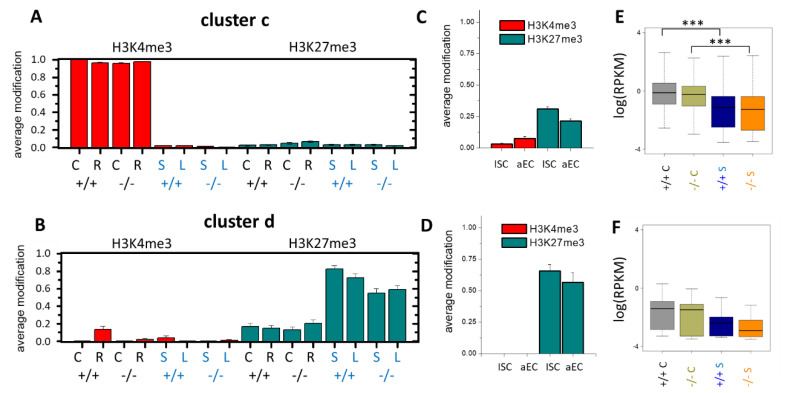
Epigenetic repression of the cluster **c** and **d** genes. Samples: *Msh2^+/+^*: +/+, *Msh2^−/−^*: −/−; black letters: tissue, C = control, R = irradiated, blue letters: organoids, S = short-term and L = long-term culture (error: se). (**A**) Cluster **c** comprises 401 genes in state (10) in all tissue samples that lose H3K4me3 in all organoid samples (00). The fraction of genes associated with the modification is shown. (**B**) Cluster **d** comprises 102 genes in state (00) in all tissue samples that gain H3K27me3 in all organoid samples (01). (**C**,**D**) In isolated ISCs and aECs (Kazakevych et al., 2017), genes of both clusters show the modification state of the organoids (error: se). (**E**,**F**) The changes in the organoids are expected to induce gene repression. A significant change is seen for cluster **c** only. Box plots include expression data of all genes of the clusters in the 3 tissue and 3 short-term organoid samples; *** *p*-value < 0.001 (*t*-test).

**Figure 4:**
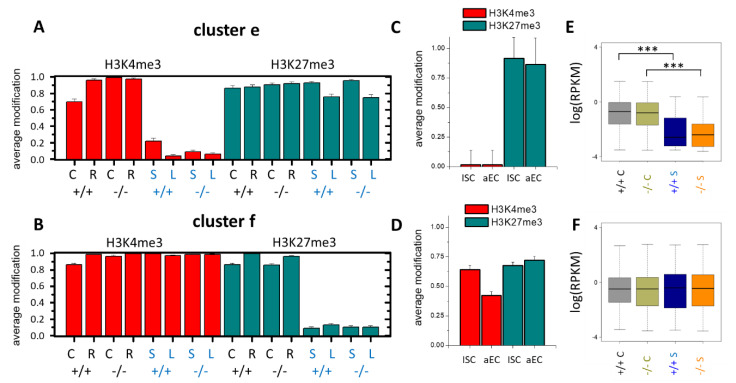
Epigenetic changes in the bivalent genes of clusters **e** and **f**: (**A**) Cluster **e** comprises 342 genes in state (11) in all the tissue samples that lose H3K4me3 in all the organoid samples (01). (**B**) Cluster **f** comprises 147 genes in state (11) in all the tissue samples that lose H3K27me3 in all the organoid samples (10). (**C**,**D**) Modification states in isolated ISCs and aECs based on the published data [27]. (**C**) Close to 100% of cluster **e** genes show the same modification state as in the organoids. (**D**) In contrast, about 60% of cluster **f** genes show the modification state seen in the tissue samples. (**E**,**F**) Box plots of the RNA-seq data of all spot genes in the 3 tissue and 3 short-term organoid samples. (**E**) Cluster **e** genes that lose H3K4me3 are, as expected, transcriptionally repressed. (**F**) The transcription of cluster **f** genes is unchanged; *** *p*-value < 0.001 (*t*-test).

**Figure 5:**
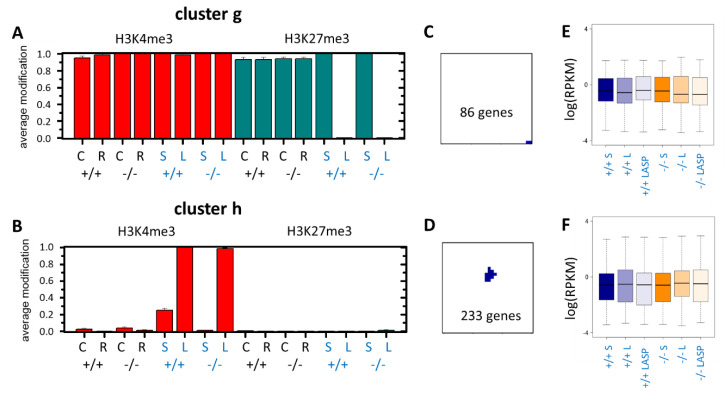
Epigenetic activation during the long-term organoid culture. (**A**) The loss of H3K27me3 at stable H3K4me3 in old organoids occurs in the 86 genes of cluster **g**. (**B**) The gain of H3K4me3 occurs in the 233 genes of cluster **h**. (**C**,**D**) Position of the clusters **g** and **h** in the SOM, respectively. (**E**,**F**) Box plots of the transcription of genes associated with clusters **g** and **h**, respectively. The average transcription of both clusters shows no differences in the short-term (S) culture, long-term culture (L) and long-term cultures supplemented with aspirin (LASP); *Msh2^+/+^*: +/+ and *Msh2^−/−^*: *−/−*.

**Figure 6:**
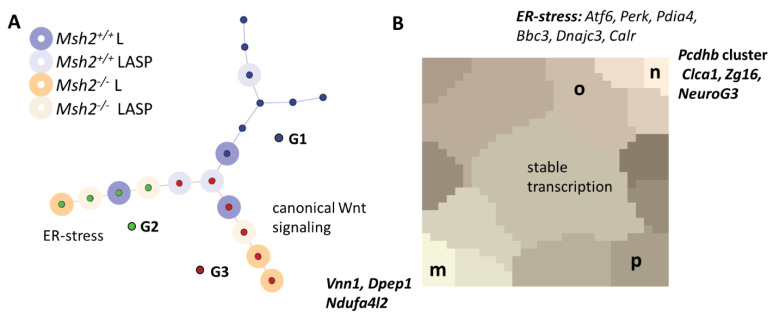
Transcriptional profiles of the organoid samples. (**A**) Correlation spanning tree based on the SOM analysis of RNA-seq data on the short- and long-term organoid cultures (ASP: aspirin-supplemented cultures). Unsupervised clustering identifies 3 groups of samples. Group 1 (G1, blue) comprises all samples from the short-term organoids. Groups 2 (G2, green) and 3 (G3, red) comprise samples of the long-term organoids only. (**B**) K-means cluster of the RNA SOM. Cluster **m** comprises genes that become downregulated during culture, while cluster **n** genes become upregulated. Selected genes are indicated. The clusters **o** and **p** are associated with genes exclusively upregulated in group 2 and group 3, respectively. Their genes are enriched in the GO sets related to “response to endoplasmic reticulum stress” and “canonical Wnt signaling”. Examples are provided for both sets. Genes of other clusters show intermediate regulation.

**Figure 7:**
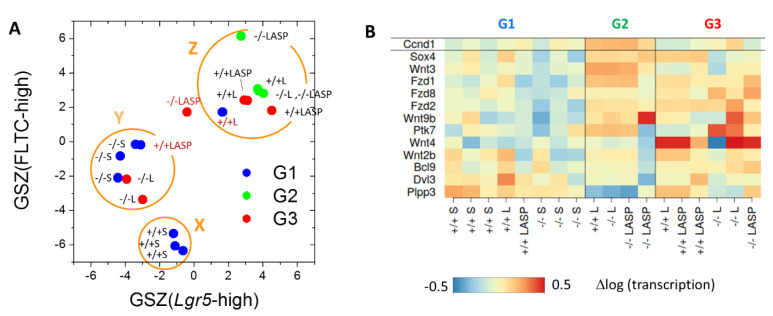
Evidence for maturation and metabolic changes in the long-term organoid culture. (**A**) The gene set Z (GSZ)-scores for Sets I (*Lgr5*-high) and II (FLTC-high) separate the samples from G1-3 into three regulatory states (X, Y and Z circles are to guide the eyes). States X and Y are occupied by G1 samples from *Msh2^+/+^* and *Msh2^−/−^* mice, respectively. Samples that activate sets I and II during the long-term culture occupy state Z. This refers to the G2 samples and *Msh2^+/+^* mouse-derived G3 samples. The G3 samples derived from *Msh2^−/−^* mice show no activation and occupy state Y. Brown labels indicate 3 samples not obeying these rules. (**B**) Heatmap of the transcription of the genes of the canonical Wnt signaling pathway (strongest regulated genes) and its target gene *Ccnd1*. Activation of the Wnt pathway genes is seen in the long-term culture in general. However, only the G2 sample shows uniform target gene activation.

**Figure 8:**
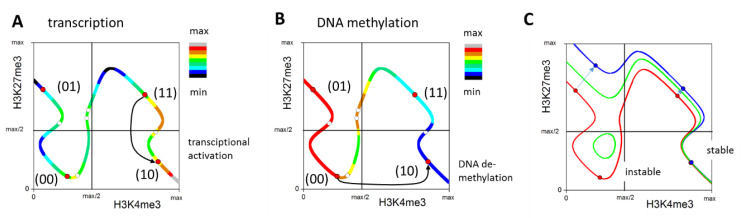
Hypothetical regulation of the cluster **f**, **g** and **h** genes. (**A**,**B**) Phase diagram of the H3K4me3 and H3K27me3 states of a single gene as introduced by reference [12]. The line shows the states that are consistent with histone modification dynamics for high DNA methylation activity. Each state along the line is associated with a specific transcription and DNA methylation (see: color codes in (**A**,**B**), respectively). Only a few states are consistent with the transcriptional regulation of the gene (circles); among them, four are stable fixed points (red circles). The transitions between the fixed points due to fluctuations are common. For the cluster **f** and **g** genes, gene activation by the transcription factors results in a preference for the H3K4me3 state (**A**). The unmodified state is globally stable. Accordingly, in order to leave it, cluster **h** genes require DNA demethylation, rendering the state unstable (**B**). (**C**) Stable fixed points change for the decreasing DNA methylation activity (red: high; green: middle; blue: low activity).

## Data Availability

The mouse intestinal RNA-seq [14] and ChIP-seq data [13] can be obtained in the Gene Expression Omnibus (GEO) repository (https://www.ncbi.nlm.nih.gov/geo, accessed on 30 Jun 2021) under the super series accession number GSE146520. The organoid ChIP-seq data were deposited in the GEO repository under accession number GSE179237. The RPKM data generated from RNA-seq and the gene cluster **a**–**h** can be obtained in the Leipzig Health Atlas (https://www.health-atlas.de, accessed on 5 July 2021) under the ID 87NG1KD2AT-1.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cells10071718/s1, Figure S1: Recruitment of H3K4me3 to H3K27me3 targets. Figure S2: Recruitment of H3K4me3 to unmodified genes. Figure S3: Long-term culture-induced recruitment of H3K27me3 to H3K4me3 targets. Figure S4: Properties of gene sets that become epigenetically activated during long-term organoid culture. Figure S5: Genes epigenetically activated in long-term organoid culture show diverse transcriptional behavior. Figure S6: Details on the maturation and adaptation process in long-term organoid culture. Figure S7: Genes epigenetically activated in short-term organoid culture show diverse transcriptional behaviors. Table S1: The primers used for qPCR.

# Supplementary material for: Epigenetic Drifts during Long-Term Intestinal Organoid Culture
**Source:** Cells. 2021 Jul 7;10(7):1718. doi: 10.3390/cells10071718
**Supplement:** Supplementary file 1

Supplement 1: Organoid culture induces the ‘genomic stress’ profile.

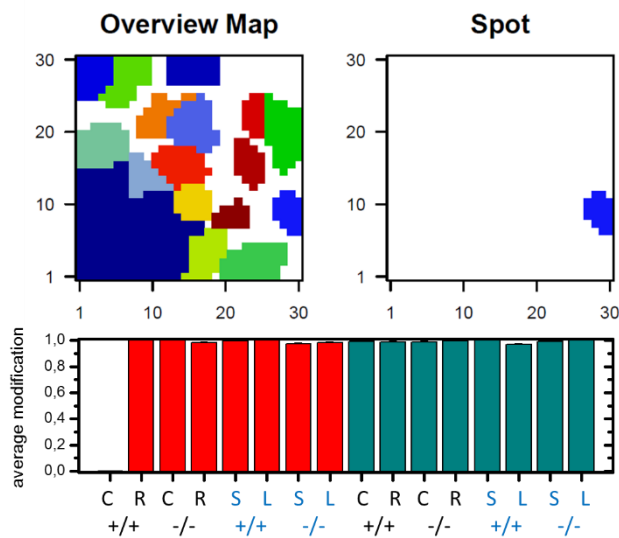

Figure S1: Recruitment of H3K4me3 to H3K27me3 targets. The recruitment was previously described in intestinal tissue under genomic stress [13]. Here, the same recruitment is seen in 254 genes of all organoid samples (>80% of the set seen in stressed tissue alone).

Hypothesis: This suggests that a similar epigenetic stress response is seen under genomic and culture-induced stress.

Supplement 2: Similar gene activation in long-term organoids and irradiated tissue

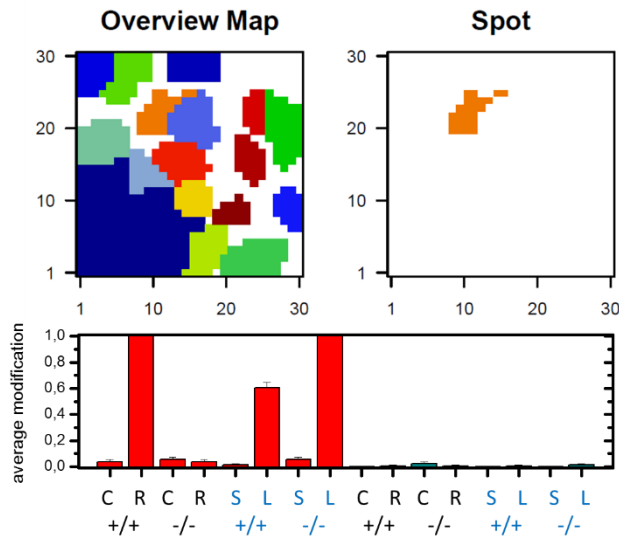

Figure S2. Recruitment of H3K4me3 to unmodified genes. While cluster **h** genes recruit H3K4me3 to previously unmodified genes exclusively in long-term organoid culture, another set of 126 genes recruits this modification to unmodified genes in long-term organoid culture and, in addition, in irradiated tissue of *Msh2*^{+/+} mice.

Hypothesis: This gives rise to the idea that recruitment of this activating mark represents a stress response also in cluster **h** genes.

Supplement 3: Long-term culture induces bivalency

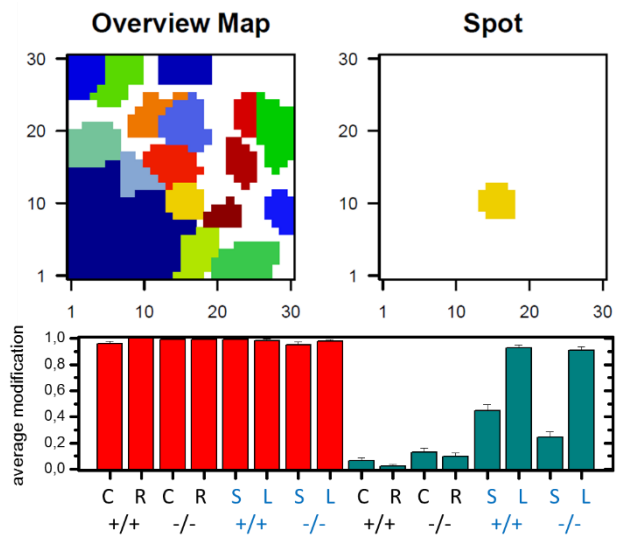

Figure S3: Long-term culture-induced recruitment of H3K27me3 to H3K4me3 targets. Although bivalency is lost at many genes in either short-term (cluster **f**) or long-term culture (cluster **g**), there are 121 genes that acquire this kind of modification state during long-term culture.

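In the organoid lists, 113 entries turned from (10) to (11) in both the plus and the minus lists. They include Kit, the receptor of stem cell factor, on chromosome 5 from 75970980 to 76052747 (mm9), and the cyclin gene Ccnd2 on chromosome 6 from 127075797 to 127101066. The Wnt antagonist gene Sfrp4, the transcriptional repressor gene Zfp503 and the antigen presentation gene H2-Ab1 also acquired H3K27me3. Further members were the exocyst gene Exoc2 and the transporter genes Slc26a4, Slc6a20a and Slco5a1. A run on chromosome 14, from 56372882 to 56387331, held Cideb and the leukotriene receptor genes Ltb4r2 and Ltb4r1. Another on the same chromosome, from 103377437 to 103381849, held Kctd12, and a run on chromosome 6 held Kbtbd12 and Mgll. The number was 279 in the plus lists alone and 303 in the minus lists alone. Promoters of the 113 entries had a median CpG ratio of 0.624.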

Hypothesis: Ongoing maturation of the epithelium is accompanied by progressive epigenetic silencing of developmental genes by H3K27me3.

A

cluster g

Cell Type	H3K4me3	H3K27me3
ISC	~0.65	~0.85
aEC	~0.50	~0.78

cluster h

Cell Type	H3K4me3	H3K27me3
ISC	~0.02	~0.10
aEC	~0.03	~0.10

B

average promoter methylation

Cell Type	average promoter methylation
e12	~0.03
e14	~0.10
ISC	~0.19
aEC	~0.18

C

cluster g

cluster h

Panel A: Heatmap showing gene expression across different conditions (rows) and clusters (columns). The color scale ranges from -0.8 (blue) to 0.8 (red). The legend indicates the number of features (1, 2, 3) for each cluster.

Panel B: Heatmap showing gene expression across different conditions (rows) and clusters (columns). The color scale ranges from -0.8 (blue) to 0.8 (red). The legend indicates the number of features (1, 2, 3) for each cluster.

Panel C: Heatmap showing gene expression across different conditions (rows) and clusters (columns). The color scale ranges from -0.8 (blue) to 0.8 (red). The legend indicates the number of features (1, 2, 3) for each cluster.

Panel D: Heatmap showing gene expression across different conditions (rows) and clusters (columns). The color scale ranges from -0.8 (blue) to 0.8 (red). The legend indicates the number of features (1, 2, 3) for each cluster.

Figure S5. Genes epigenetically activated in long-term organoid culture show diverse transcriptional behavior. A, B) Gene distribution in the SOM. Genes of cluster **g** (A) and cluster **h** (B) do not accumulate in cluster **n**. Gene positions are indicated by colored dots. C, D) Heatmaps of gene transcription. Cluster **g** (C) and cluster **h** genes (D) are preferentially activated in G2 and G3, respectively. Shown are the 20 most strongly regulated genes, ranked according to their transcription in these groups.

Supplement 5: Transcriptional changes of selected gene sets during long-term organoid culture

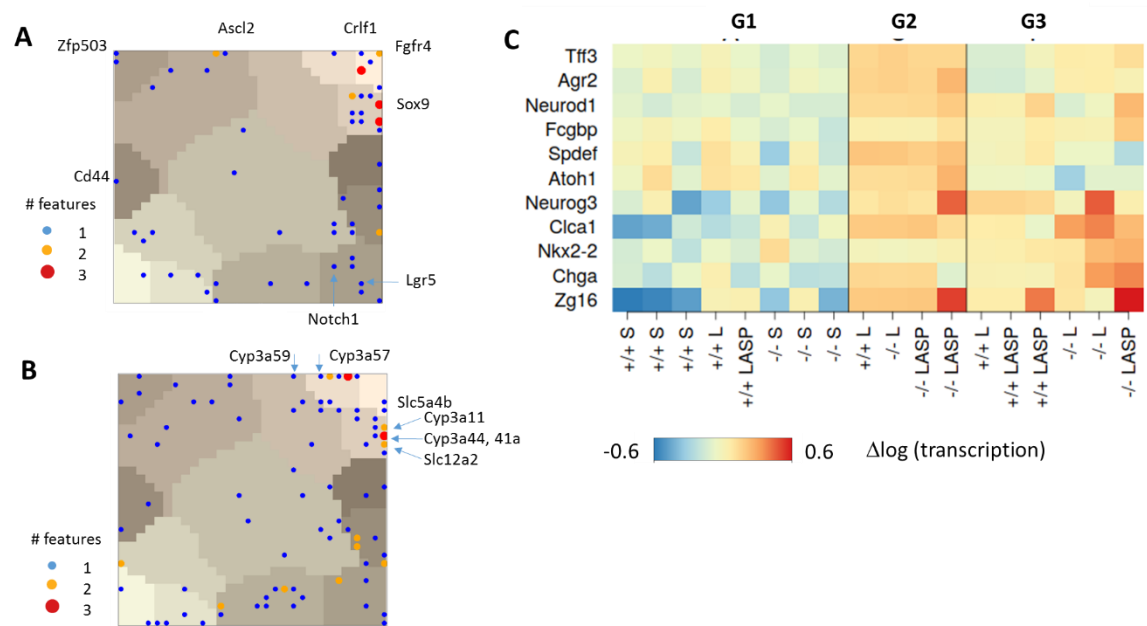

Figure S6: Details on the maturation and adaptation process in long-term organoid culture. A, B) SOM distribution of selected gene sets upregulated in long-term culture. Individual genes are represented by colored dots. Selected genes are labelled. A) Marker set I of *Lgr5*-high expressing cells (*Lgr5*-high). B) Marker set II of genes activated during long-term culture of fetal tissue-derived organoids (FLTC-high). The gene sets are largely disjunct. They overlap in 7 genes only, among them is *Lgr5*. C) Heatmap of the transcription of secretory marker genes that become activated in long-term organoid culture and colonic monolayer culture [33].

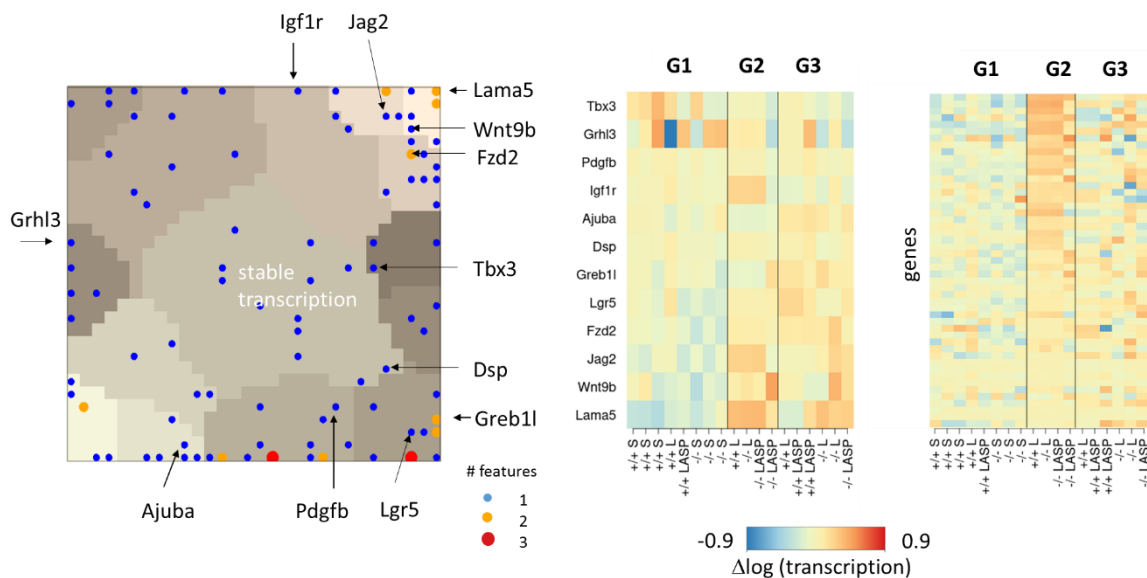

Figure S7: Genes epigenetically activated in short-term organoid culture show diverse transcriptional behaviors. A) Genes that become epigenetically activated in short-term culture by loss of H3K27me3 spread throughout the RNA-SOM (position indicated by colored dots). Genes of the clusters **f** that contribute to the GO set 'morphogenesis of an epithelium' are indicated. B) Heatmap of the transcription of cluster **f** genes contributing to the GO set. C) Heatmap of cluster **f** genes that are activated in G2. They are ranked according to their transcription in this group. Shown are rank 1-50.

Additional references

[49] Ge SX, Jung D, Yao R. ShinyGO: a graphical gene-set enrichment tool for animals and plants. *Bioinformatics*. 2020; 36(8):2628-2629.

How the deposited data were processed for this re-analysis (not part of the article)

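Histone ChIP-seq was performed by the authors on jejunal organoids of 4 mice, 2 with and 2 without the Villin-Cre transgene over a floxed Msh2 allele, after short- and long-term culture. Libraries for H3K4me3, H3K27me3 and H3pan were sequenced as 76-bp paired ends. The authors trimmed reads to a minimum length of 40 bases and a Phred score above 20, mapped them with segemehl 0.2.0 to NCBI37/mm9 and called peaks with MACS (version 1.4.2 in the submitters' processing notes). Peaks of the 2 mice of a group were combined into a list if detected in both or if their fold enrichment was above 5.0. A gene was called modified if a peak overlapped its promoter, 1000 bases on each side of the start site, or its body by at least 5%. The sources do not say of what length the 5% were taken.

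The deposited table of the authors holds 8 columns of these present or absent calls and 6 columns that describe the entry. Its values are neither counts nor signal, and the depth per library is not given, so no interval from depth was computed. H3pan has no column in it. Of 31591 entries, 31519 (99.8%) had their transcript in the GENCODE vM1 annotation, which is on the same build. A further 72 lay on unplaced sequences, and 16 shared both coordinates with another entry. Positions are 1-based on mm9.

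From the calls, the entries in each state, the gains and losses of each mark, the transitions seen in both pairs of lists, and the entries splitting the 4 lists by culture time, by plus and minus, or by the crossed pairing were counted. Shared changes were set beside the product of the list sizes over the entries that could change in both, and beside 10000 random lists. A set of 23 gene lists and 18 gene families was written before the data were examined, with 21 genes matched through an older symbol. Each was tested by a two-sided Fisher's exact test with Benjamini-Hochberg adjustment at 0.05, against all entries for stable states and against entries with the same starting state for changes. For changes, lists with fewer than 5 members in the background were not tested, while for stable states every list was tested. Genes, not mice, are the units of these tests, which took no account of gene length and treat neighbouring genes as independent. The study formed its clusters from data that include these lists, so mark fractions within a column follow in part from that selection. Columns of the supplementary cluster table are named by their number of genes, since its column letters differ from those of the paper. They were to be matched to the clusters by that number; for clusters e and f the text gives the column by its size and marks instead, a choice made after the values were seen. Promoter CpG ratios and the positions of the primers were computed from the genome sequence and were chosen after the table had been seen.

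Genes are named by a rule set before the data were examined. It takes every gene the paper names, members of the fixed lists that show a transition in both pairs (up to 30 in alphabetical order), up to 4 examples of a list, and all genes of runs of at least 3 neighbours with the same change. Some examples within lists and cluster columns were picked out of alphabetical order after their values were seen. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, with figures drawn by matplotlib 3.10.9.

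The counting and the list test were tested on simulated calls for 31591 entries with 200 seeded entries changed by culture time and 1% of calls flipped. Of the seeded entries 192 (96%) were recovered, with 2 others in the same split and 6 in the crossed one. The flips were independent and equally frequent in every list. The real lists differ from this, with 67 and 3 entries in the 2 directions of the H3K4me3 crossed pairing. The simulation therefore tests the counting only and gives no error rate for the real calls. All 5 enriched lists and none of 35 others were called. Alternatives were the unit counted, groups of entries left out, the background of the list tests, and the number of lists required.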

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

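The tests on net change, crossed pairs and the minus short-term list's own entries were chosen after the results had been seen; those on neighbouring promoters, separate loci and CpG content were written before their own values were computed, although the calls themselves had been seen.

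H3K4me3 rose by 772 entries in the minus pair of lists and changed by -4 in the plus pair, H3K27me3 by 37 and -83. The (11) state changed by 140 entries in the minus and -150 in the plus pair, and the (01) state by -103 and 67. These opposite directions were not tested, since each pair is 1 pooled list per time. The paper does not discuss the 76 entries that turned from (10) to (00) or the 67 that turned from (01) to (00) in both pairs, and it does not discuss the 297 entries that lack H3K4me3 in the minus short-term list alone.

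The first pattern is the gain of H3K4me3 at unmodified genes in both pairs, such as Slc6a19 and Cyp3a25. A more sensitive long-term list would raise the total if nothing else changed. The net change was -4 in the plus pair and 772 in the minus pair. In the plus pair, 468 gains were offset by 472 losses. Entries lacking H3K4me3 in the plus short-term list alone had a median promoter CpG ratio of 0.241. Those lacking it in the plus long-term list alone had 0.502. A net count therefore cannot decide on a sensitivity that differs between kinds of promoter, and this explanation stays open for both pairs. Of the 337 entries, 9 (2.67%, 95% Wilson interval 1.41% to 5.00%) overlapped the promoter window of another entry called with H3K4me3 in all lists. Among entries that stayed (00), the share was 0.393% (0.304% to 0.507%). These shares cannot decide on peaks of neighbouring genes. An entry overlapping such a window would mostly have been called in the short-term lists already, and so could not start as (00). Calls flipping independently at the peak threshold would fill the crossed pairing as well. It held 70 entries, split unevenly with 67 in one direction and 3 in the other. The split by culture time held 484, of which 356 were gains and 128 losses. Flips shared by both long-term lists would not fill the crossed pairing, so these counts cannot decide on those. An effect of culture time stays open as a hypothesis.

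The second pattern is the loss of H3K27me3 at bivalent genes, such as Cdkn2b and the Hspa1 genes. Independently flipping calls would fill the crossed and the plus/minus splits too, which held 72 and 120 H3K27me3 entries against 343 for culture time. These counts pool gains and losses at all entries, and flips shared by both long-term lists would not fill those splits. The counts therefore do not decide on flipping at the 91 entries. Broad domains counted at several neighbouring genes cannot be told apart from separate losses with certainty, because merging entries within 10 kb left 74 loci for 91 entries (81.3%, Wilson interval 72.1% to 88.0%). A biological effect of culture time was not tested beyond this, as the mice are pooled.

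The third pattern is the 297 entries whose H3K4me3 is missing from the minus short-term list alone, against 43, 67 and 79 for the other lists. A lower sensitivity of that list is a candidate explanation, since it also had the fewest entries of its own (15, against 66, 198 and 265). The promoters of the 297 entries had a median CpG ratio of 0.290, below every one of 10000 random lists of entries with H3K4me3 throughout (lowest 0.561). The median over all entries with H3K4me3 throughout was 0.615. Entries missing from the plus short-term list alone had a median of 0.241. The medians were higher for entries missing from the plus long-term (0.502) or minus long-term list alone (0.413). A low ratio was thus shared by both short-term lists. Entries turning from (00) to (10) in both pairs had a median of 0.218. Whether the short-term lists miss CpG-poor promoters was not tested. A combined effect of genotype and time stays open and was not tested.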

How the results depend on the processing

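No paired analysis was possible because the deposited columns pool the mice of a group. For the same reason mice could not be left out, and promoter-only calls and a stricter peak threshold were not run, as the table holds neither regions nor peak values. Counting by symbol changes nothing, since each entry has its own symbol, and no entry lies on X or Y. The alternatives on protein-coding entries, merged loci, left-out lists, cluster columns and the genotype of the lists were chosen after seeing the data. Of 298 alternative values, 217 stayed within 1.5 times the count, within the 95% Wilson interval of a fraction or on the same side of the test's threshold, including every value tried for the gene lists in stable states, and none changed sign.

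Without predicted and Riken entries, the (00) state held 8549 and 8520 entries in the plus and 8798 and 8376 in the minus short- and long-term lists. H3K4me3 was then gained at 283 entries (plus) and 638 (minus), its net change was -37 and 492, and that of H3K27me3 in the plus pair was -36. The change from (00) to (10) fell to 202 entries, H3K4me3 gained in both to 215, its split by culture time to 304 and the crossed one to 46. Without microRNA and snoRNA entries the net change of H3K4me3 in the plus pair was -8. With protein-coding entries alone, H3K4me3 was gained at 282 (plus) and 644 (minus) entries, with net changes of -77 and 476 and -36 for H3K27me3 in the plus pair, and 202 entries turned from (00) to (10). These settings count fewer entries by construction. That does not account for the net change of H3K4me3 in the plus pair, which was -4 with all entries. It was a larger loss without predicted entries (-37) and with protein-coding entries alone (-77).

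Required in at least 1 pair, the transitions numbered 939 for (00) to (10), 315 for (10) to (00), 372 for (11) to (10), 469 for (10) to (11) and 319 for (01) to (00). With the other mark ignored, 128 entries lost H3K4me3 and 197 lost H3K27me3. Leaving out a list loosens the criterion. Without the plus short-term list, 653 entries gained H3K4me3, 268 gained and 296 lost H3K27me3. Without the plus long-term list, 621 gained and 195 lost H3K4me3, and 321 gained and 323 lost H3K27me3. Without the minus short-term list, 326 lost H3K4me3, and 239 gained and 369 lost H3K27me3. Without the minus long-term list, 207 lost H3K4me3 and 296 gained H3K27me3.

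The cluster columns were to be matched to the clusters by their number of genes, which gives cluster e 342 and cluster f 147 genes. Matched by the organoid states, cluster e has 147 and cluster f 342 genes. The H3K4me3 fraction of cluster e is then 0.0884 and 0.0612 in the short- and long-term lists labelled Msh2+/+ and 0.218 and 0.0408 in those labelled Msh2-/-, and its H3K27me3 fraction is 0.952 and 0.748, and 0.925 and 0.755. With the plus lists taken as Msh2+/+, the fractions change places between the genotypes. In the short- and long-term Msh2+/+ lists, cluster h then has H3K4me3 at 0.249 and 1 and cluster d H3K27me3 at 0.824 and 0.725. In the Msh2-/- lists cluster h has 0.00858 in the short-term culture and cluster d 0.549 and 0.588. Cluster e, matched by number, has H3K4me3 at 0.997 in the short-term Msh2+/+ and 0.988 in the long-term Msh2-/- list. With both changes, the fractions of cluster e are those of the matching by states, with the genotypes exchanged.

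Against a background of all genes, 1 list was enriched (collagens, 3 genes from (01) to (00)) and 1 depleted (olfactory receptors), and the depletion of vomeronasal receptors was lost. Without predicted, microRNA and receptor symbols, 0 were depleted, which says nothing about stability because that background leaves out the depleted receptors themselves. The plus pair alone gave 5 enriched lists, enterocyte genes from (00) to (10), ion channel, Hox and predicted genes from (10) to (00), and developmental transcription factors from (10) to (11). The minus pair alone gave 4, fetal and regenerative, Hox and solute carrier genes from (00) to (10) and predicted genes from (10) to (00). The difference between the pairs was not tested, and Hoxa10 turned from (00) to (10) and Hoxc13 from (10) to (00) in both. Each pair gave 4 depletions, olfactory receptors from (00) to (10) and to (01), vomeronasal receptors from (00) to (10), and predicted genes from (00) to (01) in the plus and to (10) in the minus pair. The causes were not tested, and these tests took no account of gene length or of neighbouring genes.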

Differences from the paper's values

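The fractions below follow the labels, with plus as Msh2-/-, and the matching of cluster columns by number of genes. For cluster h, H3K4me3 in the short-term culture was about 0.25 in Msh2+/+ and about 0.01 in Msh2-/- organoids of the paper (Fig. 5B, read by eye), and 0.00858 and 0.249 here. For cluster e, H3K4me3 in Msh2+/+ organoids was about 0.22 in the short- and about 0.05 in the long-term culture of the paper (Fig. 4A, read by eye), and 0.985 and 0.988 here. In Msh2-/- organoids it was about 0.10 and about 0.07 in the paper (Fig. 4A, read by eye), and 0.997 and 0.974 here. H3K27me3 of cluster e in Msh2+/+ organoids was about 0.93 in the short- and about 0.76 in the long-term culture of the paper (Fig. 4A, read by eye), and 0.102 in both here. In Msh2-/- organoids it was about 0.95 and about 0.75 in the paper (Fig. 4A, read by eye), and 0.0906 and 0.129 here. The alternative set before the data were examined, counting symbols, changes none of these values, since each entry has its own symbol.

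Other readings were chosen after seeing the values. With the columns matched by the organoid states, the fractions of H3K27me3 in cluster e and of H3K4me3 in its long-term Msh2+/+ lists no longer differ, while the number of genes does, with 147 for cluster e and 342 for cluster f here and 342 and 147 in the paper (the paper's values). With the plus lists taken as Msh2+/+, the values of cluster h no longer differ. With both, no fraction differs. The bars were read with the values of the table known, so closeness beyond the precision of such a reading carries no weight. No gene is dropped by either reading. All 7 Wnt pathway genes that the paper names for cluster f are in the column of 342 genes, which carried H3K4me3 with little H3K27me3.

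No entry count of a state differs from that of the paper by more than 1.5 times, but by the labels the order of the genotypes is exchanged for (01) in the short-term and for (11) in the long-term culture. In the short-term culture, (11) entries were about 1700 in Msh2+/+ and about 2000 in Msh2-/- organoids of the paper (Fig. 1B, read by eye), and 1848 and 2102 here by the labels. The (01) entries were about 500 and about 800 in the paper (Fig. 1B, read by eye), and 736 and 634 here. In the long-term culture, (11) entries were about 1800 and about 1900 in the paper (Fig. 1B, read by eye), and 1988 and 1952 here, and (01) entries were about 700 and about 800 in the paper (Fig. 1B, read by eye), and 633 and 701 here.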

Other observations

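Markers of other cell types are given as counts, and differences between the lists were not tested. Of 38 mesenchymal genes, 1 was (10) in all 4 lists, 16 were (00) and 11 were (11). Of 52 immune genes, 32 were (00) and 7 (10); of 24 endothelial genes, 9 were (00), 6 (11) and 3 (10); and of 23 neural and glial genes, 7 were (00), 5 (11) and 2 (10). Among the secretory lineages, 8 of 14 goblet cell genes were (10) and 1 was (00), 6 of 21 enteroendocrine genes were bivalent throughout, including Cck, Insm1, Isl1 and Nkx2-2, and 1 of 13 tuft cell genes was (10). The paper's markers Clca1 and Tff3 were (10) in all lists, Atoh1 was (11) in all, and Neurog3 was (01) in 3 lists and (11) in the minus long-term list. Chga was (10) in the plus short-term list and (00) in the others. Of 22 Pcdhb genes, which the paper finds transcribed more in long-term culture, 21 were (00) in all 4 lists. The hypoxia-inducible Ndufa4l2 was (11) in all lists.

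The Hox genes, textbook targets of Polycomb, carried no H3K27me3 call, an observation made after the values were seen. Of 39 Hox genes, 0 had H3K27me3 in any of the 4 lists, whereas 90 of 145 developmental transcription factors were (11) and 8 were (01) throughout. Of the Hox genes, 15 were (10) and 10 were (00) in all lists. Hoxc11, at which the authors placed their positive control for H3K27me3, was (00) in all lists. Among chromatin modifiers, 28 of 32 genes were (10) throughout, and the other 4, Dnmt3l, Tet1, Tet2 and Tet3, were (00). The cause was not tested, since the table holds no peak positions.

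Other families are given as counts of members in the same state in all 4 lists. Of 102 cytochrome P450 genes, 61 were (00) and 26 (10); of 358 solute carriers, 82 were (00) and 196 (10); of 337 zinc finger genes, 228 were (10). Of 71 defensin genes 66, of 66 serpin genes 55, of 50 keratin-associated genes 45 and of 477 microRNA genes 353 were (00). Of 46 keratin genes, 27 were (00) and 11 (10), and of 41 collagen genes, 15 were (00) and 9 (11). Of 103 snoRNA genes, 69 were (10). Of 19 fetal and regenerative genes, 7 were (10) throughout and 7 differed between lists.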
